A study of Mus musculus with 32 samples. Its data were reported in "RIP140 deficiency enhances cardiac fuel metabolism and protects mice from heart failure" (2023).

How the data were processed

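RNA-Seq was performed on 32 mouse samples in 10 groups, taken from the sample labels. The data used here are 6 lists of differentially expressed genes, each of which holds 2 values per gene, a log2 fold change and an adjusted p-value. No per-sample values were in the files used here, so the spread between replicates is known only through the authors' adjusted p-values, and the depth of each sample is not given in the files used here.

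Reads were assigned by the authors to mouse transcripts (GRCm38) with Salmon, and gene totals entered DESeq2. The versions of these tools and the annotation release were not stated. The deposited log2 values are log2 fold changes between the 2 groups of a contrast, shrunken toward 0 by the authors with the ashr estimator. The deposited p-values are adjusted by the authors for false discovery rate (FDR). Each row of each list had an FDR below 0.05 and a fold change of at least 1.2. A gene absent from a list either missed 1 of these criteria or was not tested, and the lists do not say which. Shrinkage pulls uncertain changes toward 0, so these fold changes can be smaller than unshrunken ones. Summing transcripts per gene counts reads from any annotated transcript of a gene, whether or not it holds the deleted exon. Salmon divides reads that match several transcripts by sequence similarity, so genes with near-identical copies can exchange reads.

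From these lists the following were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Listed genes were tallied by direction. Where a symbol occurred on more than 1 row of a list, the row with the smallest FDR was used in joins between lists. Agreement between contrasts was the share of genes listed in both with the same direction, tested with Fisher's exact test (two-sided) on the table of directions, with Benjamini-Hochberg adjustment over the 15 pairs of contrasts. Surgery genes counted as opposed when the list for TAC/MI against sham in control hearts and the genotype list after TAC/MI gave them opposite directions. Gene families were fixed from general knowledge or from the genes the study names, and their directions were compared with those of the other listed genes by Fisher's exact test (two-sided), adjusted over the 71 families and contrasts with at least 3 listed members. The lists copied from the study were chosen by it on the MCK-Cre hearts, so their result in those hearts is not independent evidence. No count adjusted over the list alone could be made, because unlisted genes carry no p-value. The sizes of the gastrocnemius and soleus changes were compared by a sign-flip permutation test (two-sided, 100000 resamples) on the mean of the per-gene difference. Genes are not independent replicates, so all p-values computed here describe these lists.

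Contrasts that share libraries share their chance values. Unrelated effects of surgery and genotype were therefore simulated 20 times for 15000 genes with the group sizes of the Nkx2.5-Cre line and shared control libraries. True effects had a standard deviation of 0.5 on the log2 scale, the median noise between libraries was 0.17, estimated from the deposited fold changes and FDR values, and the number of changed genes was set so that the lists had about the observed lengths. The simulation was repeated with the noise multiplied by 2.

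Gene positions, transcript lengths and GC contents came from GENCODE vM21 on GRCm38, the build the authors used. Between 98.8% and 99.7% of the rows in each list had a symbol in that annotation. The closest coding gene of each pseudogene was found with blastn 2.17.0, with at least 80% identity over at least 50% of the pseudogene's length. The code was tested on simulated lists. With 500 shared genes and a true same-direction share of 90%, the mean estimate was 90.2% and 50 of 50 tests passed the threshold. With a true share of 50%, 3 of 50 did so. With families of 20 genes and a true raised share of 90%, 48 of 50 tests passed, against 2 of 50 at a true share of 50%. The sign-flip test, on 300 genes, passed in 50 of 50 repeats with a true difference of 0.1 and in 5 of 50 with none.

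Genes are named by a rule fixed before the data were examined: *Nrip1* in every contrast, the 3 raised and 3 lowered genes with the largest log2 fold changes per list apart from unnamed gene models, members of the fixed families, the genes *Nkx2-5*, *Ckm* and *Nnt* that check the constructs, and the 5 genes listed in 1 direction in 4 unstressed contrasts with the smallest maximum FDR. A gene that this rule selects in soleus is not reported here. The alternatives were a minimum change of 1.5-fold or 2-fold, an FDR below 0.01, removal of unnamed gene models, the 250 genes with the smallest FDR, a stricter definition of opposed genes, families without the members the study names, and other summaries of the muscle comparison. Leaving out repeated symbols and a permutation test of the median were added after seeing the data. Leaving out single replicates, a replicate block and regrouping of the samples need per-sample values and were not run.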

Results

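RNA-Seq was performed on 32 mouse samples to ask how loss of RIP140, a transcriptional corepressor encoded by *Nrip1*, alters gene expression in striated muscle. In the first line, Cre recombinase driven by the muscle creatine kinase (MCK) promoter deletes floxed *Nrip1* in heart and skeletal muscle (str*Nrip1-/-*). Heart, gastrocnemius and soleus were sampled from this line, with 3 str*Nrip1-/-* and 3 control samples per tissue. In the second line, Cre under the control of *Nkx2-5* deletes *Nrip1* in the heart (cs*Nrip1-/-*). Hearts of this line were sampled after sham surgery, with 4 control and 3 cs*Nrip1-/-* samples, or after transverse aortic constriction combined with a small myocardial infarction (TAC/MI), with 3 control and 4 cs*Nrip1-/-* samples. TAC/MI is a model of heart failure. The values are the authors' lists of genes past an FDR of 0.05 and a 1.2-fold change in 6 contrasts. No per-sample values were in these lists, so differences were judged against replicate error only through the authors' adjusted p-values, and the depth of each sample is not given in the files used here.

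The targeted gene was examined first. *Nrip1* lies on chromosome 16 from 76287400 to 76373827 (GRCm38, minus strand), and its coding region, from 76291185 to 76294667, lies entirely within exon 4 (76287400 to 76295015), the floxed exon. In the authors' deposited tables, *Nrip1* was not listed in str*Nrip1-/-* heart, gastrocnemius or soleus, nor in control hearts after TAC/MI. The authors' deposited table for sham hearts gave *Nrip1* as higher in hearts labelled cs*Nrip1-/-* than in control hearts, with a log2 fold change of 1.41 (FDR 9.83e-13). After TAC/MI, the authors' deposited table again gave it as higher in hearts labelled cs*Nrip1-/-*, with a log2 fold change of 0.86 (FDR 6.85e-06). This direction is against the labels, and the values are gene totals that include transcripts outside exon 4. Of the 8 annotated *Nrip1* transcripts, 3 do not overlap exon 4. The samples of this line are therefore called hearts labelled cs*Nrip1-/-* throughout, and the directions below follow those labels.

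**Figure D1:**
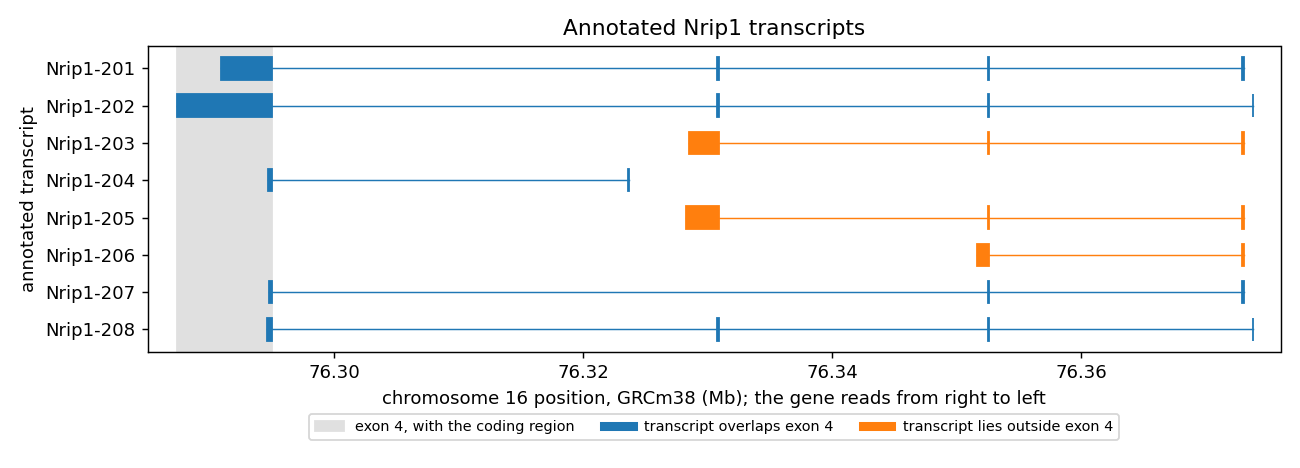
Annotated *Nrip1* transcripts on chromosome 16 (x axis, position in Mb on GRCm38), 1 row per transcript, with exons as boxes and exon 4 shaded. The 3 transcripts in orange lie outside exon 4, which holds the coding region.

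The genes that check the constructs gave these values. *Nkx2-5* (chromosome 17, 26838664 to 26845009) names the promoter that drives Cre in the second line, and an insertion of Cre at this gene is assumed here. *Nkx2-5* was lower in hearts labelled cs*Nrip1-/-* than in controls in the authors' deposited tables, with log2 fold changes of -0.45 after sham surgery (FDR 6.76e-11) and -0.59 after TAC/MI (FDR 7.40e-19). It was not listed in str*Nrip1-/-* heart. In gastrocnemius the authors' deposited table gave *Nkx2-5* as higher, by 1.87 (FDR 0.00287). *Nnt* (chromosome 13, 119335448 to 119408997) was higher in all 3 str*Nrip1-/-* tissues in the authors' deposited tables, with log2 fold changes of 0.81 in heart, 0.95 in gastrocnemius and 0.96 in soleus. In the second line *Nnt* was not listed after sham surgery, and the symbol occurred 2 times in each of the other authors' deposited tables; the annotation also holds 2 genes of this name. The entry with the smaller FDR in the authors' deposited tables was higher by 1.24 in hearts labelled cs*Nrip1-/-* after TAC/MI and was -0.86 for TAC/MI against sham in control hearts. The other entries in the authors' deposited tables were 0.30 and -0.31. *Ckm* (chromosome 7, 19404776 to 19422841) was lower by the authors' deposited tables in str*Nrip1-/-* soleus (-0.42), in sham hearts labelled cs*Nrip1-/-* (-0.32) and in control hearts after TAC/MI (-0.34).

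To determine the effect of *Nrip1* deletion in the unstressed heart and in muscle, the lists of the MCK-Cre line were tallied. In the authors' deposited table for heart, 190 genes were upregulated and 101 were downregulated in str*Nrip1-/-* compared with control hearts. Of these 291 genes, 140 remained at an FDR below 0.01 and 77 changed at least 2-fold, the alternative that shortened the list most. Unnamed gene models were left out of all rankings by size. The largest increases in the authors' deposited table for heart were those of *Ranbp3l* (log2 fold change 4.06, FDR 1.41e-06), *Ptgds* (3.95, FDR 3.80e-06) and *Tmprss13* (3.74, FDR 1.34e-31). The largest decreases in the authors' deposited table were those of *Slamf6* (-3.17, FDR 0.00168), *Car9* (-2.83, FDR 2.05e-07) and *Pbk* (-2.54, FDR 0.0354). *Tmprss13* lies on chromosome 9 (45319100 to 45347581) and *Ptgds* on chromosome 2 (25466709 to 25470046).

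In gastrocnemius, 1045 genes were upregulated and 923 downregulated in the authors' deposited table, and in soleus 352 and 237. The top increases in gastrocnemius, from the authors' deposited table, were in *Tmprss13* (6.66, FDR 1.45e-13), *Kcnk1* (6.65, FDR 1.26e-191) and *S100a9* (3.55, FDR 8.60e-09), and the top decreases in *Casr* (-3.09), *Rtkn2* (-2.77) and *Ddc* (-2.57). For soleus, the authors' deposited table gave large increases to *Tmprss13* (6.66, FDR 1.70e-21) and *Ptgds* (3.58) and the top decreases to the fast-fibre genes *Myh4* (-5.03, FDR 2.82e-26), *Mybpc2* (-3.83) and *Actn3* (-3.71). Of the 309 genes listed in both muscles, 305 changed in the same direction. Among these 305 genes the median log2 fold change size was 0.75 in gastrocnemius and 0.66 in soleus. The median per-gene difference was 0.06, and its mean of 0.04 did not differ from 0 (sign-flip permutation test, two-sided, p = 0.219). Gastrocnemius had the larger change for 184 of these genes and soleus for 121. A permutation test of the median difference, added after seeing the data, gave p = 0.00153, so the call depends on the summary. Among the 66 genes changed at least 2-fold in both muscles, the median difference was -0.06.

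After sham surgery, 1105 genes were higher and 966 lower in hearts labelled cs*Nrip1-/-* than in control hearts, in the authors' deposited table. The largest increases in the authors' deposited table were those of *Hmga1b* (10.53, FDR 4.95e-22), *Spink14* (5.30, FDR 9.68e-08) and *Atp6v0c-ps2* (4.83, FDR 5.44e-43). *Hmga1b* matches *Hmga1* at 99.8% identity and *Atp6v0c-ps2* matches *Atp6v0c* at 99.8%, so both values are uncertain because reads can be divided between copies. The unnamed models *Gm28661* and *Gm21541*, named after their values were seen, had the lowest values in the authors' deposited table, -24.76 and -16.00. Apart from such models, the largest decreases in the authors' deposited table were those of *Cxcl13* (-3.37, FDR 7.63e-10), *Pacsin1* (-3.04, FDR 7.10e-08) and *Cilp2* (-2.34, FDR 1.48e-07). *Pacsin1* lies on chromosome 17 (27655509 to 27711482), within 10 Mb of *Nkx2-5*.

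The response of control hearts to TAC/MI comprised 1826 upregulated and 1578 downregulated genes in the authors' deposited table. The largest increases in the authors' deposited table were those of *Sprr1a* (4.53, FDR 4.40e-14), *Igkv8-30* (4.22, FDR 3.46e-06) and *Cthrc1* (4.17, FDR 4.79e-08), and the largest decreases those of *Cacng6* (-3.17), *Ccl11* (-3.06) and *Ano10* (-2.69). After TAC/MI, 829 genes were higher and 963 lower in hearts labelled cs*Nrip1-/-* than in control hearts, in the authors' deposited table. The increases were led by *Hmga1b* (8.13), *Atp6v0c-ps2* (6.09) and *Spink14* (5.34) and the decreases by *Ighv1-15* (-5.66), *Bmp10* (-5.48) and *Scd4* (-2.22) in the authors' deposited table.

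The next comparison asked which genes altered by surgery moved the other way with the knockout. Of 3402 distinct genes listed for TAC/MI against sham in control hearts, 1335 were also listed, in the opposite direction, between hearts labelled cs*Nrip1-/-* and control hearts after TAC/MI (39.2%, 95% Wilson interval 37.6% to 40.9%). Only 14 genes were listed in the same direction in both. Because the same control TAC/MI libraries enter both contrasts with opposite sign, unrelated effects also give opposed genes. Simulated unrelated effects gave 7.23% opposed genes, with a range of 6.64% to 7.97% over 20 runs, and 9.82% with the noise multiplied by 2. Opposed genes made up 40.5% of those raised and 37.7% of those lowered by surgery, a difference of 2.82 percentage points that did not pass the threshold (Fisher's exact test, two-sided, p = 0.0980). Among genes changed at least 2-fold, 17.4% were opposed, the largest shift among the alternatives, and the difference between raised and lowered genes was -9.93 percentage points (Fisher's exact test, two-sided, p = 0.0174). The knockout change was a median 0.725 of the size of the surgery change, and in 1085 of the 1335 genes it was at least 0.5 of that size. Of the 1335 genes, 376 were also listed after sham surgery, 187 of them in the same direction as after TAC/MI and 189 in the opposite direction.

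**Figure D2:**
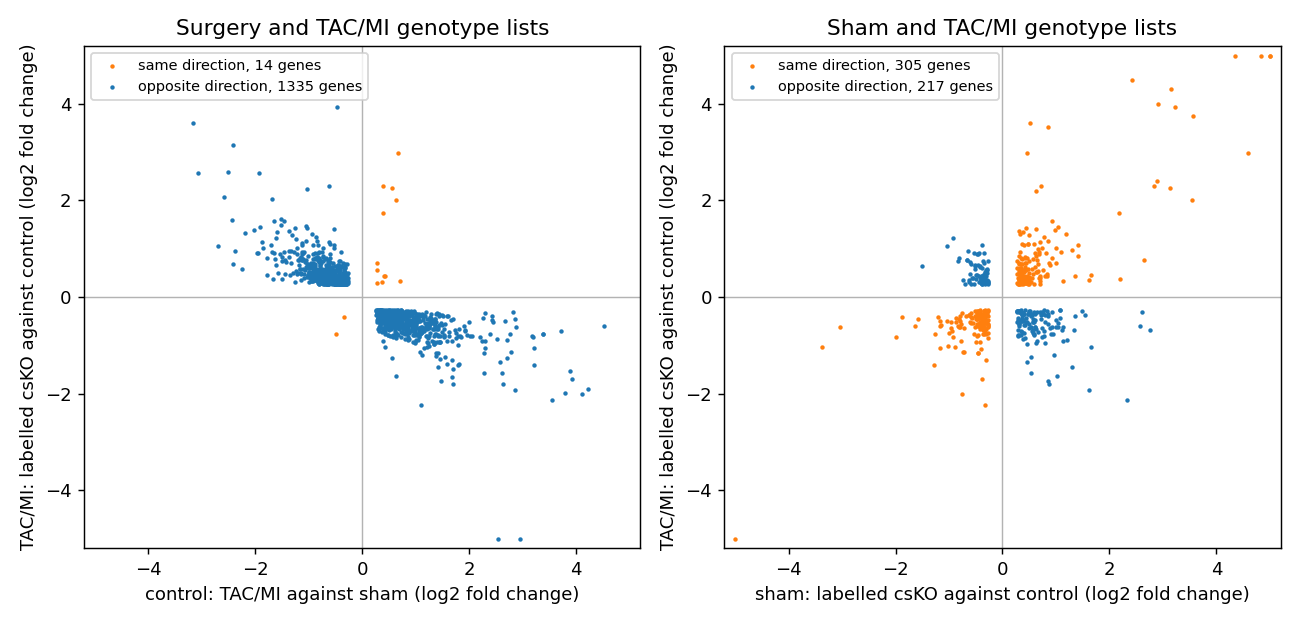
Log2 fold changes from the authors' deposited tables for genes listed in both contrasts of each panel, 1 point per gene, with values beyond 5 drawn at 5; the y axes show hearts labelled cs*Nrip1-/-* against control hearts after TAC/MI, and the x axes show TAC/MI against sham in control hearts (left) and the genotypes after sham surgery (right). On the left, 1335 of 1349 genes lie in the quadrants of opposite direction, and on the right 217 of 522.

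Direction was then compared between all 15 pairs of contrasts by Fisher's exact test with Benjamini-Hochberg adjustment, and all 15 pairs passed the threshold. Genes listed in str*Nrip1-/-* heart and in sham hearts labelled cs*Nrip1-/-* went the same way in 96 of 103 cases (93.2%, adjusted p = 1.57e-15). The share for str*Nrip1-/-* heart was 90.3% of 93 genes with gastrocnemius, 89.1% of 55 with soleus and 88.9% of 99 with the hearts labelled cs*Nrip1-/-* after TAC/MI. The sham list of the second line had the same direction as gastrocnemius in 77.2% of 439 genes and as soleus in 83.8% of 197. The genotype list after TAC/MI had the same direction as gastrocnemius in 72.3% of 365 genes and as soleus in 68.5% of 165. The surgery contrast in control hearts went against the MCK-Cre lists, with the same direction in 25.2% of 123 genes for heart, 25.7% of 673 for gastrocnemius and 37.3% of 252 for soleus. These 3 pairs share no libraries. The 250 genes with the smallest FDR gave the largest shift of a share, to 88.9% for the sham and TAC/MI genotype contrasts. A minimum of 2-fold lost the most calls, 9 of the 15 pairs, with fewer genes tested.

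Within the Nkx2.5-Cre line, the genotype effects after sham and after TAC/MI went the same way in 305 of 522 shared genes (58.4%, adjusted p = 3.51e-05). The sham genotype list and the surgery list went the same way in 483 of 805 genes (60.0%, adjusted p = 2.99e-08). These contrasts share the control sham libraries, and simulated unrelated effects gave 53.5% on average with a highest run of 57.3%. With the noise multiplied by 2 the highest run was 61.7%, so this share is not separated from that of unrelated effects under both settings.

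Among gene families fixed before the data were examined and lists copied from the study, 42 of 71 tests passed an adjusted p of 0.05 (Fisher's exact test), 21 toward higher and 21 toward lower expression. At a minimum change of 1.5-fold, 7 passed, since most family members change by less. Listed fatty acid oxidation (FAO) genes were all higher in each knockout contrast: 5 in str*Nrip1-/-* heart (adjusted p = 0.224), 24 in gastrocnemius (3.32e-06), 22 in soleus (8.62e-05), 17 in sham hearts labelled cs*Nrip1-/-* (1.12e-04) and 12 in such hearts after TAC/MI (3.81e-04). All 19 listed FAO genes were lower in control hearts after TAC/MI (3.99e-06). The median log2 fold change of listed FAO genes in the authors' deposited tables ran from 0.34 in str*Nrip1-/-* heart to 0.81 in gastrocnemius, and was -0.61 after surgery. Branched-chain amino acid catabolism genes were higher in gastrocnemius (22 of 22 listed, 6.68e-06), in soleus (12 of 12, 0.00584) and after TAC/MI in hearts labelled cs*Nrip1-/-* (9 of 9, 0.00315), and lower after surgery (19 of 19, 3.99e-06). All 18 listed citric acid cycle genes were higher in gastrocnemius (6.34e-05), and all 13 were lower after surgery (1.97e-04). In sham hearts labelled cs*Nrip1-/-* these families were divided. There, 2 of 4 listed citric acid cycle genes and 3 of 4 listed branched-chain amino acid genes were higher, and neither family passed the threshold. Of the genes the study names in the MCK-Cre hearts, the authors' deposited table for str*Nrip1-/-* heart listed 5 of 11 FAO genes, 6 of 10 citric acid cycle and oxidative phosphorylation genes, 4 of 8 branched-chain amino acid genes and 1 of 6 contractile genes, all higher. In sham hearts labelled cs*Nrip1-/-*, 11 of these 11 FAO genes were listed and higher (adjusted p = 0.00353), against 2, 2 and 3 genes of the other lists.

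Nuclear genes for subunits of the respiratory chain and ATP synthase did not share the pattern of the FAO genes. They were higher in gastrocnemius (50 of 50 listed, adjusted p = 4.01e-13) and in hearts labelled cs*Nrip1-/-* after TAC/MI (21 of 21, 1.90e-06) and lower in control hearts after TAC/MI (57 of 57, 3.79e-18). After sham surgery, 7 of 7 listed subunits were lower in hearts labelled cs*Nrip1-/-* (0.0106). Mitochondrial ribosomal protein genes were also lower there (18 of 18, 6.68e-06), with a median log2 fold change of -0.37 in the authors' deposited table. In str*Nrip1-/-* heart only 2 respiratory chain genes were listed, both higher, and in soleus none.

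Glycolysis genes were mostly lower, in soleus (8 of 10 listed, adjusted p = 0.0320) and in sham hearts labelled cs*Nrip1-/-* (9 of 10, 0.0168). In soleus the share turned to 66.7% higher among glycolysis genes changed at least 2-fold. *Hk1* was higher in every knockout contrast, with log2 fold changes of 1.83 in heart, 1.16 in gastrocnemius, 3.0 in soleus, 1.0 after sham and 0.70 after TAC/MI in the authors' deposited tables. Collagen genes were lower in gastrocnemius (8 of 8, 0.00584) and in hearts labelled cs*Nrip1-/-* after sham (13 of 14, 0.00186) and TAC/MI (19 of 20, 4.75e-04), and higher after surgery in control hearts (28 of 29, 3.99e-06). Other extracellular matrix genes moved likewise, with 23 of 23 lower in hearts labelled cs*Nrip1-/-* after TAC/MI (6.68e-06) and 26 of 26 higher after surgery (2.56e-06). Interferon-induced genes were lower in str*Nrip1-/-* heart (8 of 8, 6.53e-04) and gastrocnemius (5 of 5, 0.0391), and 6 of 8 were higher in hearts labelled cs*Nrip1-/-* after TAC/MI (0.220). Triacylglyceride remodelling and cytosolic ribosomal protein genes passed the threshold in none of the contrasts tested. Of the triacylglyceride genes, 5 of 6 listed were higher in gastrocnemius and 5 of 6 in sham hearts labelled cs*Nrip1-/-*. In soleus 3 of 4 were higher, and in hearts labelled cs*Nrip1-/-* after TAC/MI 2 of 2. The 1 listed in str*Nrip1-/-* heart was lower, as were all 4 after surgery in control hearts. With so few listed members, the test could hardly pass. Of the 7 regulators PPARα, PPARδ, the 3 estrogen-related receptors and the 2 PGC-1 coactivators, the authors' deposited tables listed *Esrra* in gastrocnemius (0.49) and *Ppargc1a* in hearts labelled cs*Nrip1-/-* after TAC/MI (-0.36).

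**Figure D3:**
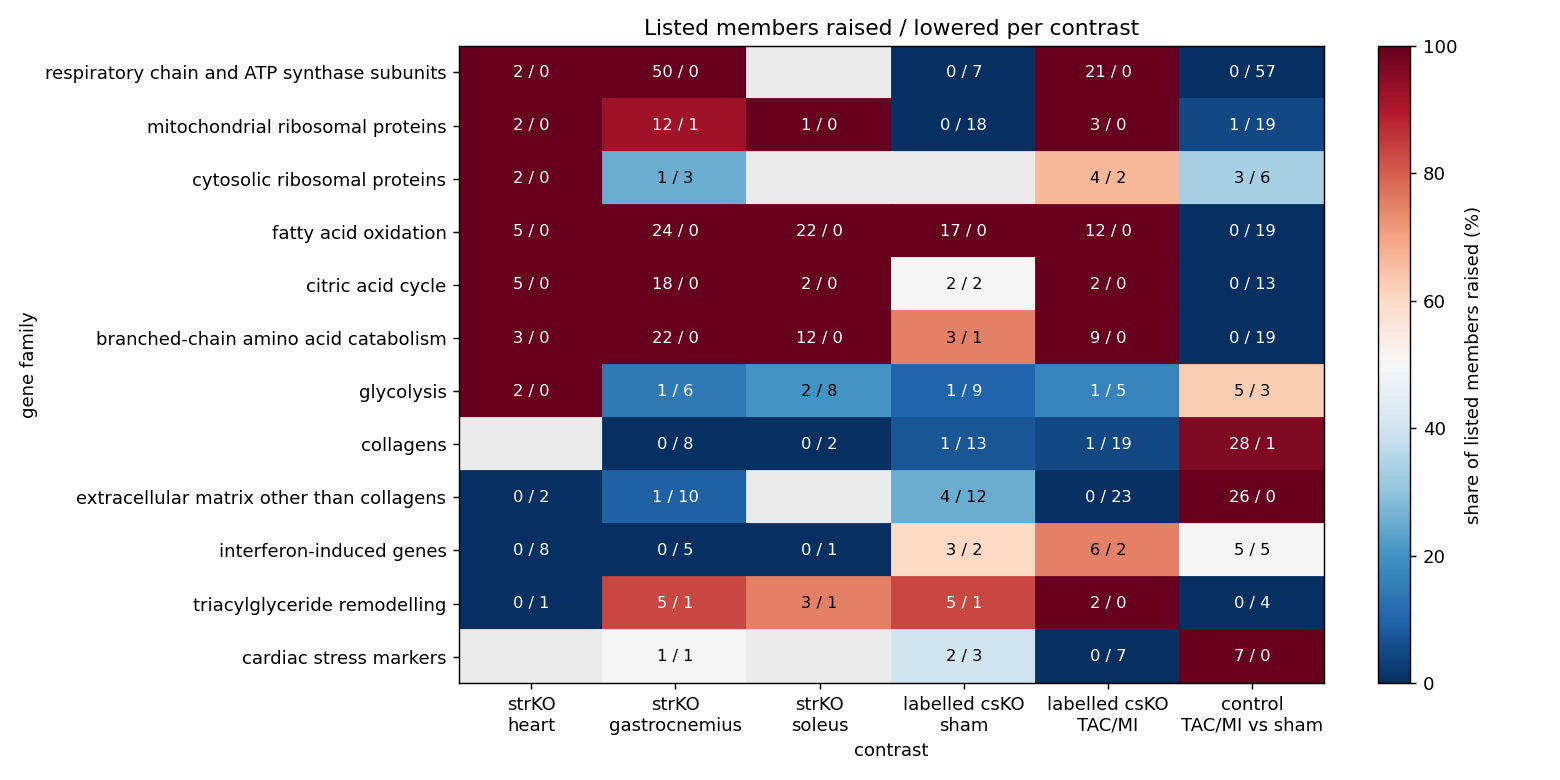
Listed members of each gene family that were raised / lowered in each contrast (rows, families; columns, contrasts), with the color giving the share raised in percent and gray marking families with no listed member. FAO genes are raised in all 5 knockout contrasts and lowered by surgery. The respiratory chain row is 0 / 7 after sham and 21 / 0 after TAC/MI, with no gene listed in both.

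Cardiac stress markers were 7 of 7 higher after surgery in control hearts and 7 of 7 lower in hearts labelled cs*Nrip1-/-* than in control hearts after TAC/MI (adjusted p = 0.0320 for each, Fisher's exact test). *Nppa* rose by 4.11 with surgery and differed by -2.00 between the genotypes after TAC/MI, in the authors' deposited tables. After sham surgery the markers were divided, with 2 of 5 higher, and 66.7% were higher among those changed at least 1.5-fold or with an FDR below 0.01. *Ankrd1* (2.61, FDR 1.22e-92) and *Myh7* (2.33, FDR 9.70e-18) were higher in hearts labelled cs*Nrip1-/-* in the authors' deposited table, and *Nppa* (-0.75) and *Acta1* (-0.38) were lower. None of these markers was listed in str*Nrip1-/-* heart.

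Finally, 27 genes were listed in all 3 tissues of the MCK-Cre line and in sham hearts labelled cs*Nrip1-/-*. Of these, 21 were higher and 3 lower in all 4 contrasts. The 5 with the smallest maximum FDR were *Tmprss13*, *Hk1*, *Cdh22*, *Pgm5* and *Lgals4*, all higher. *Cdh22* (chromosome 2, 165111507 to 165234853) changed by 3.26 in heart, 2.24 in gastrocnemius, 2.08 in soleus and 2.89 in the sham contrast, in the authors' deposited tables. *Pgm5* and *Lgals4* changed by 0.46 to 1.03 in these 4 contrasts in the authors' deposited tables.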

Values the study reported

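The study reported 190 upregulated and 101 downregulated genes in str*Nrip1-/-* hearts, and 1,045 upregulated and 923 downregulated genes in str*Nrip1-/-* gastrocnemius. For the TAC/MI experiment it reported 2,206 protected genes, with 1,213 less upregulated and 993 less downregulated in the absence of RIP140. There, a protected gene had to differ between sham and TAC/MI in controls and between genotypes after TAC/MI, with a response to TAC/MI that RIP140 deficiency significantly reduced.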

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

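Of the tests in this part, those of the opposite genes and of TAC/MI hearts among the sham hearts were designed after the results were seen, and the test on matrix genes was chosen after the top 100 surgery genes had left that explanation open. The length and GC test was stated before its outcome was computed. Differences in family direction between contrasts were themselves tested 33 times by Fisher's exact test with Benjamini-Hochberg adjustment.

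A difference between groups was found for nuclear genes of the respiratory chain and ATP synthase. After sham surgery 0 of 7 listed genes were higher in hearts labelled cs*Nrip1-/-*, against 21 of 21 after TAC/MI (adjusted p = 2.79e-05). Mitochondrial ribosomal protein genes differed likewise, with 0 of 18 higher after sham and 3 of 3 higher after TAC/MI (adjusted p = 0.0124). In neither family was any gene listed in both contrasts. The comparison is therefore between different genes, and no single gene was seen to reverse. A bias by transcript length or GC content was tested. Of 168 other listed sham genes within the middle range of the families' lengths and GC contents, 52.4% were lower, against 25 of 25 family members (Fisher's exact test, p = 8.32e-07), which argues against such a bias as the whole cause. The direction after TAC/MI is drawn against the same control TAC/MI hearts that define the surgery effect, in which 57 of 57 listed respiratory chain genes were lower. A weaker response to surgery and a genotype effect of its own are both open and were not separated. The biological contrast of sham with TAC/MI surgery stays open as an untested explanation.

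Genes listed in opposite directions in the sham and TAC/MI genotype contrasts numbered 217 of 522, of which 140 were higher after sham and lower after TAC/MI and 77 the reverse. The difference per gene was not tested, since the lists carry no standard errors. Of the 217, 189 were also listed for TAC/MI against sham in control hearts, and all 189 moved there as in the sham genotype contrast. Surgery and the TAC/MI genotype contrast went opposite ways in 1335 of 1349 shared genes. This outcome was therefore nearly fixed in advance, and it is no separate evidence of a likeness between sham genotype and surgery. Several known responders to glucocorticoids or fasting, named here after their values were seen, were among the 217. In the authors' deposited tables *Ddit4* was 1.31 and -1.44, *Fkbp5* 0.86 and -1.74 and *Cdkn1a* 0.87 and -1.80 after sham and TAC/MI. A list of 20 other such genes was written before they were looked up, although *Lcn2* was already in an earlier tabulation. After sham surgery 11 were listed and 10 of these were higher (Fisher's exact test, two-sided, p = 0.0134). Without *Lcn2* 9 of 10 were higher (Fisher's exact test, p = 0.0239). After TAC/MI 7 of 8 listed genes were lower (Fisher's exact test, p = 0.0759). The same genes were higher in 6 of 7 listed cases in gastrocnemius (Fisher's exact test, p = 0.129), 2 of 2 in soleus and 1 of 1 in heart of the unoperated MCK-Cre line, and 4 of 8 for surgery in control hearts. A glucocorticoid or fasting response in the sham hearts labelled cs*Nrip1-/-* may contribute, as a hypothesis, but a genotype effect on these genes is equally open. The listed genes of this kind are few among the 217 genes, the p-value is not adjusted for the other tests, and by the study's methods tissues were taken at a common time of day after a short fast, which leaves stress at collection and a genotype-dependent response open. The collection of single hearts was not analysed here.

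The rise of *Ankrd1* and *Myh7* after sham surgery could also arise if TAC/MI hearts were among those labelled cs*Nrip1-/-* sham. Of the 100 genes most raised by surgery, 38 were listed in the sham genotype contrast, 24 of them higher and 14 lower, which goes with such an exchange. Collagen and other extracellular matrix genes, nearly all raised by surgery, were higher in 16.7% of the 30 listed cases and lower in 25, and all 17 listed FAO genes were higher, while all 19 listed for surgery were lower. In the authors' deposited tables *Cilp* was 3.21 for surgery and -1.16 in the sham genotype contrast, and *Comp* 2.86 and -1.59. For 6 of 24 matrix genes the sham value lay below the lowest mean that 1 TAC/MI heart among the 3 would allow, calculated from the deposited fold changes. These values argue against the exchange. A genotype effect stays open.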

How the results depend on the processing

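Across the alternatives, 452 values were computed. Of the results that answer a comparison, 104 values kept direction and side of the threshold or stayed within their range, 21 moved, 16 became weaker, 3 stronger and 4 reversed. Of the family results, 268 were the same, 33 weaker and 3 reversed, and 122 combinations gave no value because too few members were left. No paired analysis was possible because the lists hold no per-sample values. For that reason the replicate block, leaving out each replicate and other splits of the samples were not run. Omitting a fold minimum gave nothing further, since every listed gene passes 1.2-fold. The depth of the samples is not given in the files used here, so what it limits was not assessed. Leaving out repeated symbols and the permutation test of the median were chosen after seeing the data.

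At a minimum of 1.5-fold, the lists held 155 genes in str*Nrip1-/-* heart, 838 in gastrocnemius, 353 in soleus, 450 and 476 in the sham and TAC/MI genotype contrasts, and 1225 for surgery. At 2-fold the numbers were 77, 324, 193, 132, 117 and 409. At an FDR below 0.01, 140 genes remained in heart, 1225 in gastrocnemius and 348 in soleus. These follow from the stricter thresholds.

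Agreement lost its significance, with fewer genes tested, in these cases. At 1.5-fold these were heart with soleus (84.6%) and soleus with surgery (39.2%). At 2-fold these were str*Nrip1-/-* heart with soleus (91.7%), with the sham contrast (93.75%), with the TAC/MI genotype contrast (100%) and with surgery (33.3%), gastrocnemius with the TAC/MI genotype contrast (76.9%) and with surgery (30.8%), soleus with the same pair (72.7% and 40.0%), and sham with surgery (69.0%). Among the 250 genes with the smallest FDR these were gastrocnemius with the TAC/MI genotype contrast (94.4%) and surgery (4.55%), soleus with the same pair (85.7% and 15.8%), and sham with surgery (56.25%). The directions were the same in all of these. An FDR below 0.01, removal of unnamed gene models and removal of repeated symbols left all 15 pairs past the threshold.

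The share of surgery genes opposed by the knockout was 27.4% at 1.5-fold, 17.4% at 2-fold, 31.9% when the knockout change had to be at least 0.5 of the surgery change, and 35.8% without genes listed in the sham contrast in the same direction. Raised minus lowered genes reversed to -1.70 percentage points at 1.5-fold, -9.93 at 2-fold (Fisher's exact test, p = 0.0174) and -0.71 under the definition by size. It passed the threshold at an FDR below 0.01 (5.32, p = 0.00477) and without the sham genes (3.50, p = 0.0421; Fisher's exact test for each). The cause was not tested, and no direction is claimed for this difference.

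Families past the threshold fell to 7 at 1.5-fold and 2 at 2-fold, where fewer members were listed. The stress markers of the sham contrast reversed to 66.7% higher at 1.5-fold and at an FDR below 0.01, and glycolysis in soleus to 66.7% higher at 2-fold, each on few genes; the cause was not tested. The median difference between gastrocnemius and soleus reversed to -0.062 at 2-fold. The sign-flip permutation test of the mean difference gave p = 0.260 there. Without the 2-fold minimum, the permutation test of the median difference, 0.055, gave p = 0.00153. The mean test stays the main one, and the cause was not tested.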

Other observations

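The tests of *Nrip1* transcripts, exchanged labels, the region around *Nkx2-5* and fast fibres were chosen after the results were seen. A comparison of the *Nkx2-5* region with other windows along the genome was also tried and is left out, because most windows held few listed genes and *Nkx2-5* lay in a window counted among them. The test of copies was first given a minimum of 5 copies, which was taken out after its outcome was seen and then put back. The test of the sham controls was made stricter after its outcome was seen, by adding the runs with larger noise.

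*Nrip1* was higher in hearts labelled cs*Nrip1-/-*, against their label. An exchange of knockout and control labels would turn the directions of the sham contrast against those of str*Nrip1-/-* heart, but 93.2% of the 103 shared genes went the same way, which argues against an exchange. Transcripts outside the floxed exon could keep or raise the gene total, since 37.5% of the annotated transcripts lie outside exon 4. The lists give no transcript values, so this cannot be told apart from a true rise of the transcript. It also leaves open why *Nrip1* was unlisted in the MCK-Cre tissues. The study examined RIP140 protein by immunoblot in both lines, and *Nrip1* by qRT-PCR in the MCK-Cre line, and describes both lines as RIP140-deficient. By qRT-PCR it also reported lower *Nrip1* after TAC/MI than after sham surgery, where the list here held no *Nrip1*. Those measurements were not analysed here, so the gene totals do not decide whether RIP140 was lost.

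*Nkx2-5* was -0.45 in the sham genotype contrast and lower after TAC/MI, and was not listed in str*Nrip1-/-* heart. Such values would arise if Cre was inserted at *Nkx2-5* and lowered that gene. The study states that the Nkx2.5 promoter controls Cre and cites the source of the Cre mice, but does not describe where Cre was inserted. An insertion at *Nkx2-5* is therefore assumed. By the study's methods the animals labelled cs*Nrip1-/-* carry Cre and the controls do not. Genotype and Cre are therefore confounded in this line. Within 10 Mb of *Nkx2-5* lay 69 of the listed coding genes of the sham contrast, 1.45 times the annotated share (Fisher's exact test, p = 0.00198; p = 0.00457 against the surgery list), and 53 of the TAC/MI genotype contrast (1.30 times, p = 0.0470). The ratio was 0.90 for surgery. In the MCK-Cre line, which does not carry Nkx2.5-Cre, it was 0.30 in soleus (Fisher's exact test, p = 0.00462) and 0.73 in gastrocnemius (p = 0.0580). Departures of similar p, there toward fewer genes, therefore occur without Nkx2.5-Cre. Linked strain differences may account for part of the excess, as a hypothesis. An effect of an insertion on its neighbours and regional clustering of listed genes were not tested, and the origin of the Cre allele was not read from the data. Within 10 Mb of *Nrip1* the ratio was 1.41 in the TAC/MI genotype contrast, on 3 genes, and 1.47 for surgery, too few genes to decide.

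All 8 pseudogenes listed in 1 direction in both genotype contrasts of this line have their closest coding gene within 10 Mb of *Nkx2-5*, against 3.23% of 8929 other pseudogenes. The idea came from the copies of *Rps2* and *Atp6v0c*. Among the 3 others the share was 100% (Fisher's exact test, p = 3.42e-05). Reads of linked genes may be assigned to copies, but 3 copies are too few, and 1 of them, *H2-Q5*, itself lies on chromosome 17, so this cannot be told apart from other causes. *Hmga1b*, the gene with the largest rise, matches *Hmga1* on chromosome 17 at 99.8% identity over 1538 bases, and *Hmga1* was -0.37 and -0.64 in the authors' deposited tables.

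*Nnt* was higher in all 3 tissues of the MCK-Cre line, whose parents came from substrains C57BL/6J and C57BL/6NJ. It was also 1.24 after TAC/MI in the Nkx2.5-Cre line, where no such mix is described. A mixed background may contribute in the MCK-Cre line, but is confounded with genotype there and cannot be told apart from a genotype effect.

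Directions after TAC/MI opposed those of surgery in 1335 of 1349 shared genes. Unrelated effects with independent chance values gave a same-direction share of 44.5% on average, against 1.04% observed, which argues against chance values independent between genes. A departure shared by many genes in the 3 control TAC/MI hearts could produce the pattern as well. Genes of the TAC/MI genotype list outside the surgery list went the same way as the sham contrast in 79.1% of 134 cases and as str*Nrip1-/-* heart in 92.0% of 25. With gastrocnemius the share was 56.9% of 65 (Fisher's exact test, p = 0.324) and with soleus 64.5% of 31 (p = 0.157), neither past the threshold. Leaving out the surgery list also removes the genes such a departure would move, so these shares do not decide. From the lists alone, a departure cannot be told apart from an effect of genotype. The study also reported attenuated responses to TAC/MI by qRT-PCR and immunoblot for a subset of genes, and by echocardiography. Its groups there were larger than those sequenced. Those measurements were not analysed here. For sham and surgery the same-direction share of 60.0% exceeded the highest simulated run of 57.3%, but not that with larger noise (61.7%), so chance in the shared control sham hearts cannot be told apart either.

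The genotype list after TAC/MI holds 1792 genes in all. That is lower than the number of protected genes quoted from the study above, so that number was not drawn from this list alone. The number of opposed genes here was 1335. That is lower than the value quoted from the study above. The number of opposed genes raised by surgery was 740. That is lower than the matching value quoted from the study above. The number of opposed genes lowered by surgery was 595. That is lower than the matching value quoted from the study above.

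Of 13 mitochondrially encoded protein genes, 12 were higher in gastrocnemius and 12 in hearts labelled cs*Nrip1-/-* after TAC/MI, and 13 were lower after surgery; none was listed in the other contrasts. In soleus, 6 of 11 fast-fibre genes were listed and all 6 were lower (54.5% of the 11). In gastrocnemius, 3 were listed, 2 lower and 1 higher. Fast muscle from neighbouring tissue in the control soleus samples could give this, and the lists do not separate it from a change of fibre type. No biological explanation was tested.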
